A study of Homo sapiens with 8 samples.

How the data were processed

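RNA-seq was carried out on the human medulloblastoma line D425, grown in culture or as tumours taken 30 days after injection into the cerebellum of NOD-SCID mice, with or without knockdown (KD) of the long non-coding RNA lnc-HLX-2-7. Unmodified cells are called WT, as in the labels. There were 4 groups (WT culture, KD culture, WT xenograft and KD xenograft) of 2 libraries each, 8 in all. Groups and replicate numbers were taken from the sample titles. The column names of the tables say KO where the labels say KD, and the wording of the labels was followed. Per the labels' protocols, total RNA was extracted with a Direct-zol kit and libraries followed standard Illumina protocols. The labels name no aligner, genome build, annotation or strand setting, and no step for separating mouse from human reads.

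The authors deposited 2 tables, 1 for the cultures and 1 for the xenografts. Per the file headers, each table holds the read count of every library per RefSeq transcript accession, which is the unit analysed here. There are 21326 transcript rows for the cultures and 16632 for the xenografts, and neither table has a row with 0 reads in all 4 of its libraries. Each table also has 3 summary rows, for reads aligned to more than 1 place, ambiguous reads and reads on no counted feature. These rows took 98.4% to 99.4% of the reads of a library and were kept out of library sizes and tests. Columns headed FPKM, per the file headers, were recorded as a score, because each value equals the count times 1 factor per library, with no transcript length. They were used only for that check. The authors' log2 fold changes and standard errors, and their p-values and adjusted p-values, come from DESeq2 per the file headers; the summary rows were tested in them like transcripts. They are quoted only where the authors' deposited table is named. Gene symbols had been turned into dates for 12 genes of the cultures and 12 of the xenografts, and such rows are identified by accession only.

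The counts were tested with edgeR 4.0.16 (R 4.3.3): filterByExpr, TMM scaling, a quasi-likelihood fit, and Benjamini-Hochberg adjustment with calls at an adjusted p under 0.05. KD was compared with WT separately in culture and in xenografts. The difference between the 2 knockdown effects was an interaction term over all 8 libraries and the rows present in both tables, and WT xenografts were compared with WT cultures in the same way. Standard errors of log2 fold changes are the absolute log2 fold change over the square root of the quasi-likelihood F statistic. Gene lists were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, adjusted over the 9 tests run on lists with at least 2 tested rows. A minimum of 5 tested rows, which left 2 tests, had been run first. It was lowered to 2 after the results under both had been seen, to keep closer to the planned tests, and the change took the adjusted p of the photoreceptor list under fry from below to above 0.05, as given with the lists. The lists (MYC targets, photoreceptor, cell cycle, apoptosis, glia, microglia and vessel) were written by hand, and the HLX neighbourhood is every gene within 1 Mb of HLX in GENCODE release 29. No coordinates are given because the build of the authors is not stated. That annotation was used for names, strands and neighbours, and it matched 69.0% of the culture rows and 65.8% of the xenograft rows.

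Rows named in the text followed a rule: HLX, MYC and any row naming lnc-HLX-2-7; per knockdown comparison the 5 largest rises and 5 largest falls among called rows whose groups did not overlap and whose mean was at least 1 CPM; and the 5 rows called the same way in both settings with the smallest larger adjusted p. HLX-AS1 was added after its values had been seen. A fold against a group whose libraries all held 3 reads or fewer is given as a lower bound against 3 reads. The value of 3 is what a count of 0 allows, and it was also used for libraries with a few reads. The other group enters as its mean, without its counting error. Such a bound, given as "at least", is therefore a convention and not a confidence limit. Values in CPM (the usual counts-per-million scale) are relative to the TMM-scaled sum of the reads on tested rows, unless said to be CPM of assigned reads, which divides by all assigned reads.

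The tests were checked on simulated counts drawn from the means and depths of these libraries, with 200 rows changed by a log2 value of 2. In culture, 186 of these passed the filter among 2847 rows tested and 38.7% were called, with 1 false call. In the xenografts, 184 passed among 1485 rows tested and 75% were called, with 2 false calls. One such simulation was run per setting.

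Depth was low. Between 104127 and 1630602 reads per library were assigned to a transcript, so a count of 0 allows up to 1.84 to 28.8 CPM of assigned reads. Wilson intervals at 95% for the shares reported here were at most 0.596 percentage points wide. Intervals and limits cover counting error only, since reads without molecular identifiers are not independent molecules. Replicate libraries differed by more than sampling noise in every group (chi-square over degrees of freedom from 5.09 to 16.0), so none was treated as the same library deposited again. This check does not separate independent samples from separate library preparations of 1 RNA, and the labels were followed in counting 2 replicates per group.

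The ribosomal protein comparison used rows with at least 20 reads in the fit without a filter. Alternatives fixed before the data were examined were DESeq2 size factors, no count filter, at least 10 reads in every library, the DESeq2 1.42.0 Wald test, limma-voom, a log2 fold change of at least 1, a replicate block, all 8 libraries in 1 fit, and each library left out in turn. For lists, fry and an estimated correlation were also used. Scaling by all reads, thinning to the smallest library and the list minimum of 5 tested rows were added after seeing the data. Calculations outside R used Python 3.11.15 with scipy 1.17.1.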

Results

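The series compared the transcriptome of D425 cells, an established MYC-amplified Group 3 medulloblastoma line, with that of D425 cells in which lnc-HLX-2-7, a long non-coding RNA named after its neighbour HLX, was knocked down. Both kinds of cells were profiled in culture and as intracranial xenografts 30 days after injection, with 2 libraries in each of 4 groups. The comparisons ask which transcripts change with the knockdown in each setting and whether the tumours show the changes seen in culture.

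The tables held between 16121893 and 110868080 reads per library. Most of them were not assigned to a transcript: the assigned share was 1.52% ± 0.0663 (SD, n = 2) in WT cultures, 1.04% ± 0.0943 in KD cultures, 0.940% ± 0.119 in WT xenografts and 0.655% ± 0.0136 in KD xenografts. WT culture replicates 1 and 2 had 1630602 and 609607 assigned reads, and KD culture replicates 1 and 2 had 631541 and 328508. WT xenograft replicates 1 and 2 had 322272 and 573576, and KD xenograft replicates 1 and 2 had 112971 and 104127. In every library a single row, PARP2 (XM_017020912.1), took 40.3% to 57.5% of the assigned reads. Ambiguous reads were 0.689% to 1.47% of the uniquely aligned reads. The share aligned to more than 1 place was 41.3% ± 3.99 in WT cultures, 35.2% ± 0.603 in KD cultures, 39.2% ± 1.26 in WT xenografts and 50.9% ± 1.29 in KD xenografts (SD, n = 2 each). Because the strand setting of the counting is not stated and antisense rows overlap other genes, the row of a gene and the row opposite to it cannot be assigned to a strand with certainty, and this limit holds for every row named here.

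**Figure D1:**
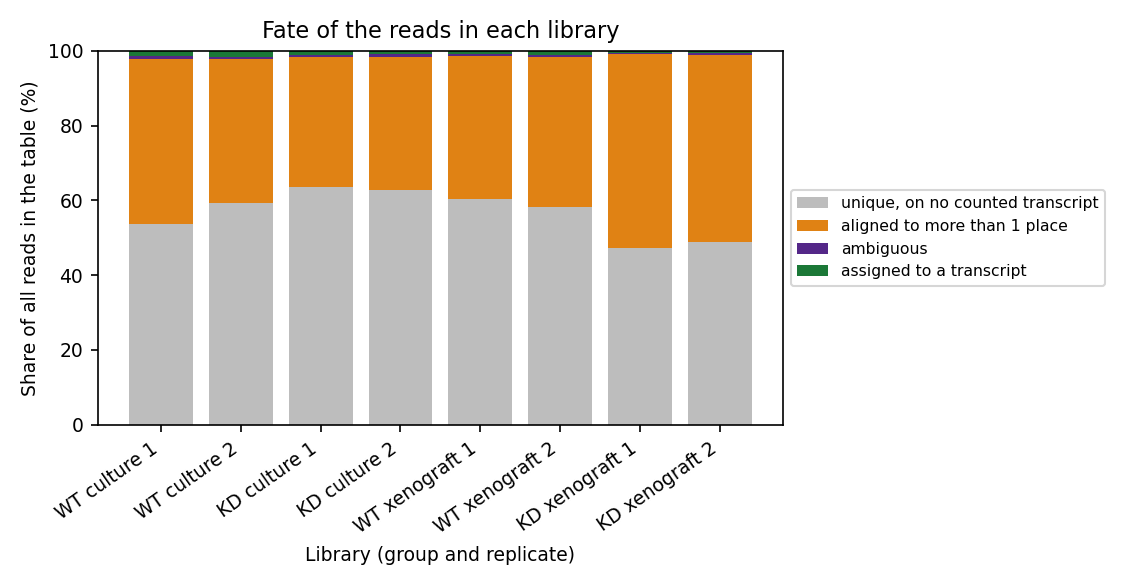
Share of all reads in the table (%, y axis) by fate for each of the 8 libraries (x axis, group and replicate); the stacked parts are unique reads on no counted transcript, reads aligned to more than 1 place, ambiguous reads and assigned reads. Assigned reads are the thin top part, 0.646% to 1.56% of a library, and the part aligned to more than 1 place is largest in the KD xenografts, with a mean of 50.9%.

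No row of either table is named lnc-HLX-2-7, so the knocked-down RNA itself was not analysed here and the labels could not be checked against it. HLX (NM_021958.3) had 55 and 9 reads in WT cultures against 1 and 4 in KD cultures, and 7 and 6 reads in WT xenografts against 1 and 2 in KD xenografts. In CPM of assigned reads this was 33.7 and 14.8 in WT cultures against 1.58 and 12.2 in KD cultures, so the groups did not overlap in culture. In the xenografts they did, with 21.7 and 10.5 in WT against 8.85 and 19.2 in KD. HLX did not pass the count filter in either setting. Without the filter its log2 fold change in culture was -2.16 ± 0.97 (SE), with an adjusted p of 0.381 by edgeR's quasi-likelihood test over 21326 rows, and it was not distinguishable from no change. The authors' deposited table lists HLX at a log2 fold change of -2.16 in culture with an adjusted p of 0.349. HLX-AS1 (NR_046901.1), a row on the strand opposite to HLX that was chosen after its values had been seen, had 49.5 ± 5.18 CPM in WT cultures and 37.5 ± 7.06 in KD cultures (SD, n = 2 each). Its log2 fold change was -0.39 ± 0.62 (SE) with an adjusted p of 0.678 by edgeR. In the xenografts it had 72.5 ± 8.55 CPM in WT and 33.3 ± 14.1 in KD, a log2 fold change of -1.10 ± 0.66 with an adjusted p of 0.208 by edgeR. Each setting had the lower mean in KD, neither difference passed the threshold, and single libraries moved both values. In culture the log2 fold change was -0.61 without KD replicate 1, -0.22 without KD replicate 2 and -0.24 without WT replicate 1. In xenografts it was -1.63 without KD replicate 1 and -0.75 without KD replicate 2.

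**Figure D2:**
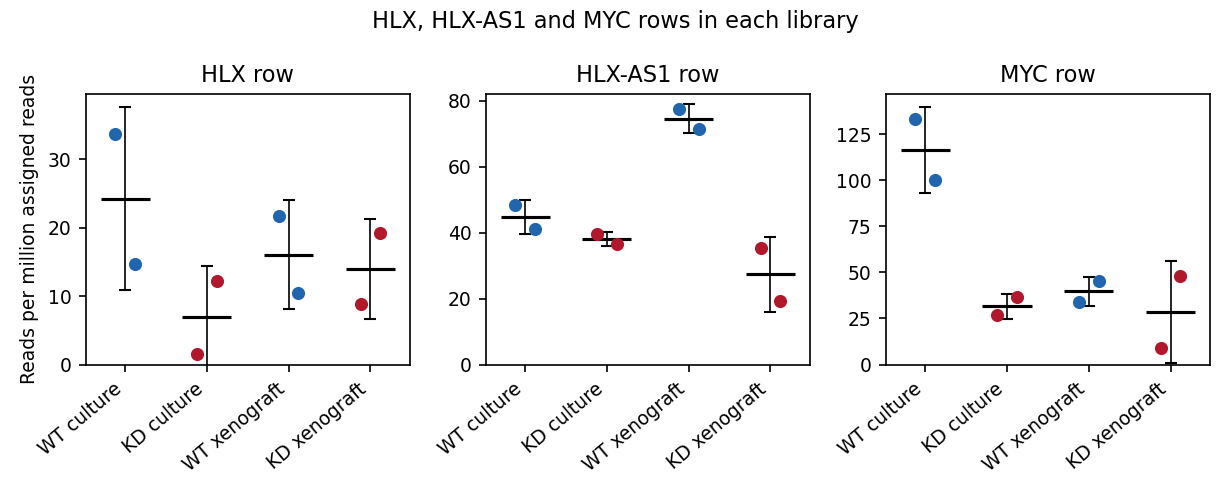
CPM of assigned reads (y axis) of the HLX, HLX-AS1 and MYC rows in the 4 groups (x axis); each point is a library, the line is the mean and the bar 1 SD of 2 libraries. MYC was at 133.1 and 100.1 in WT cultures and at 26.9 and 36.5 in KD cultures, while the 2 xenograft groups overlap.

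In culture, 2971 rows passed the filter and 671 were called, 268 higher and 403 lower in KD cells (edgeR quasi-likelihood test, adjusted p under 0.05); 1116 rows had an unadjusted p under 0.05. All 671 called rows had a log2 fold change of at least 1 in size. Replicates of the 2 groups did not overlap in 668 of the 671 called rows and in 65.8% of all rows tested, where chance alone gives 33.3%. In 161 of the called rows both KD libraries, and in 25 both WT libraries, held 3 reads or fewer, so the size of those changes has only a lower bound. The count moved most with the filter: requiring at least 10 reads in every library left 1549 rows and 179 calls, 174 of them among the 671. Scaling each library by all its reads, chosen after seeing the data, moved the median of all rows by -0.37 on the log2 scale and the split to 166 higher and 563 lower. Directions given below are relative to TMM scaling. The authors' deposited table calls 368 transcripts in culture, 144 higher and 224 lower; 347 of these are among the 671, all with the same direction.

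MYC (NM_002467.4) was lower in KD cultures. It had 217 and 61 reads in the WT libraries and 17 and 12 in the KD libraries, or 128.9 ± 24.2 against 30.7 ± 2.57 CPM (SD, n = 2 each). Its log2 fold change was -2.07 ± 0.59 (SE) with an adjusted p of 0.0244 by edgeR. MYC was the only one of the fixed genes tested in culture, so its value adjusted over the list alone is its unadjusted p of 0.00340 by edgeR. Without the count filter the adjusted p was 0.0570 by edgeR, above the threshold; with the DESeq2 test it was 0.0168 by DESeq2 and with DESeq2 size factors 0.0268 by edgeR. The rows of ribosomal protein genes with at least 20 reads, a comparison chosen after the result was seen, moved with MYC: 37 of 38 were lower in KD cultures, also with DESeq2 size factors (median -2.23) and all-reads scaling (-2.63), with a fitted median of -2.18, or -1.93 with the 13 rows at 3 or fewer reads in both KD libraries set to their bound. The xenografts held 11 and 26 MYC reads in WT and 1 and 5 in KD, which the filter removed. Unfiltered, its log2 fold change there was -0.67 ± 0.85 with an adjusted p of 0.811 by edgeR, so no difference was detectable at this depth. The difference between the 2 knockdown effects on MYC did not pass the threshold either (edgeR interaction, adjusted p 0.264).

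The 5 rows with the largest rise in culture had 3 reads or fewer in both WT libraries. LOC105378499 (XR_001747599.1) had 67 and 24 reads in KD against 2 and 1 in WT, at least 23.8-fold higher. ERO1B (NM_019891.3) had 34 and 19 reads against 0 and 2, at least 14.6-fold higher, and MTRNR2L8 (NM_001190702.1) had 48 and 8 against 0 and 2, at least 13.8-fold higher. MTRNR2L8 belongs to a family of near-identical copies of a mitochondrial gene, so its reads are uncertain. OXNAD1 (XR_001740364.1) and RORA-AS1 (NR_120340.1) had no read in WT and were at least 8.27-fold and 7.14-fold higher. Without WT replicate 1 the bounds of these rises are lower, 16.3-fold for LOC105378499, 9.95-fold for ERO1B, 9.40-fold for MTRNR2L8, 5.65-fold for OXNAD1 and 4.88-fold for RORA-AS1. Without WT replicate 2 they are higher, 44.4-fold for LOC105378499, 27.1-fold for ERO1B, 25.6-fold for MTRNR2L8, 15.4-fold for OXNAD1 and 13.3-fold for RORA-AS1. For MTRNR2L8 the bound is 5.77-fold without KD replicate 1 and 21.7-fold without KD replicate 2. The 5 largest falls had no read in either KD library. LOC107986102 (XR_001740789.1) had 313 and 10 WT reads, at least 17.3-fold lower in KD, a bound that is 2.77-fold without WT replicate 1 and 31.8-fold without WT replicate 2. LOC101243545 (NR_102265.2) had 151 and 67 WT reads, at least 16.95-fold lower. LOC102724364 (XR_922650.2), ZNF706 (NM_001267709.1) and TMPRSS9 (XM_011527982.2) were at least 13.1-fold, 11.9-fold and 11.7-fold lower. Without WT replicate 1 the bound is 8.03-fold for LOC102724364 and 4.98-fold for TMPRSS9, which is 18.4-fold without WT replicate 2. The adjusted p of these 10 rows was between 0.00333 and 0.0102 by edgeR.

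In the xenografts, 1621 rows passed the filter and 539 were called, 385 higher and 154 lower in KD tumours (edgeR quasi-likelihood test, adjusted p under 0.05); 718 rows had an unadjusted p under 0.05. Groups did not overlap in 535 of the 539 called rows and in 67.6% of all rows tested, against 33.3% by chance. Both KD libraries were at 3 reads or fewer in 67 of the called rows and both WT libraries in 25. The direction of the majority depended on the scaling. With DESeq2 size factors it was kept, with 378 rows higher and 135 lower. With each library scaled by all its reads, chosen after seeing the data, the median of all rows moved by -0.83 on the log2 scale and 958 rows were called, 283 higher and 675 lower; 437 of the 539 calls were among them with the same direction. The authors' deposited table calls 296 transcripts in the xenografts, 268 higher and 28 lower, and 278 of these are among the 539, all with the same direction.

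**Figure D3:**
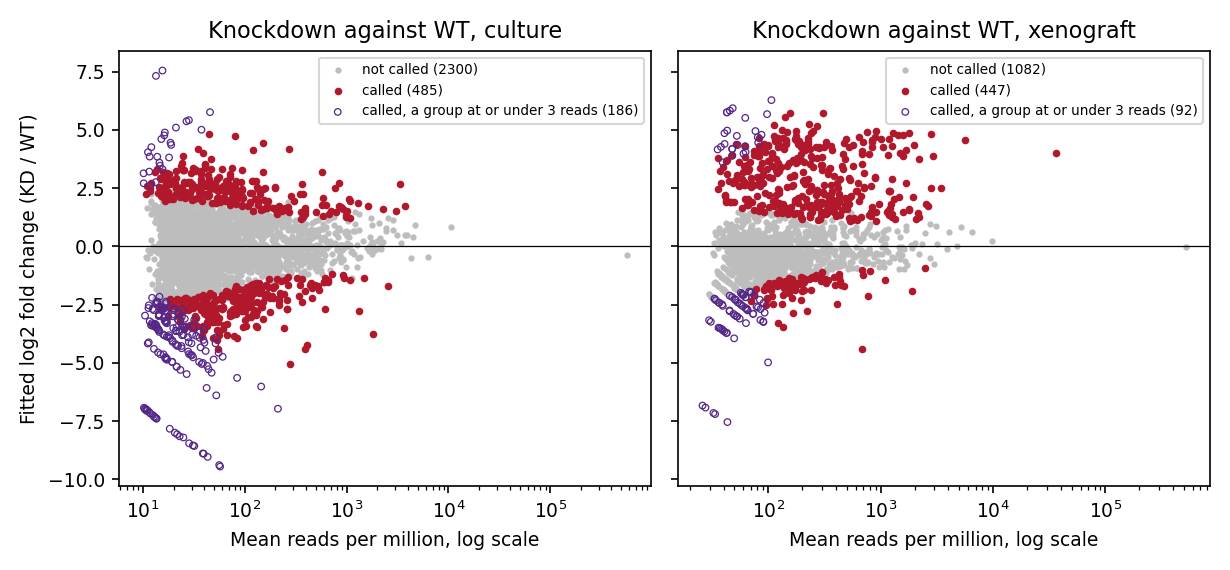
Fitted log2 fold change of KD over WT (y axis) against mean CPM (x axis, log scale) for each tested row in culture (left) and xenografts (right); filled red points are called rows, and open circles are called rows with a group at 3 reads or fewer, whose fitted value is no bound. Calls number 671 in culture, mostly lower, and 539 in xenografts, mostly higher under TMM scaling; with libraries scaled by all reads the xenograft calls are mostly lower.

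The 5 rows with the largest rise in the xenografts also had few WT reads. CCEPR (NR_131782.1) had 27 and 11 reads in KD against 2 and 0 in WT, at least 30.6-fold higher, or at least 18.7-fold without KD replicate 1. GCA (NM_012198.3), FLJ42627 (NR_024492.1), LOC100506606 (NR_103860.1) and RNVU1-8 (NR_121645.1) had 7 to 9 reads in each KD library and were at least 13.9-fold, 13.1-fold, 12.3-fold and 12.3-fold higher. RNVU1-8 is a variant of a small nuclear RNA with many near-identical copies, so its reads are uncertain, and its counts equal those of LOC100506606 in every xenograft library. The 5 largest falls had no read in either KD library, but the low depth of these allows only small bounds. LOC105375450 (XR_927862.2) had 37 and 39 WT reads and was at least 2.56-fold lower. LOC105375401 (NR_134235.1), C7orf34 (NM_178829.4), LOC107986257 (XR_001741566.1) and RFPL1 (XM_011530299.2) were at least 1.99-fold, 1.92-fold, 1.63-fold and 1.54-fold lower. By edgeR, the adjusted p of the 5 rises was at most 3.56e-05 and that of the 5 falls between 0.00152 and 0.0058.

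The knockdown effects in culture and in xenografts were then compared. Across the 1346 rows tested in both, the log2 fold changes had a Pearson r of -0.08 and a Spearman rho of -0.08; these describe rows, which are not independent replicates, and the 2 comparisons share no library. Of these rows, 254 were called in culture and 345 in xenografts. The overlap was 57 rows, where 65.1 are expected if the calls were independent. The direction was the same in 22 of them (20 higher and 2 lower in both) and opposite in 35, with 13 lower in culture and higher in xenografts and 22 the other way round. The correlation was -0.0083 without WT xenograft replicate 1 and -0.15 without WT xenograft replicate 2. It was -0.05 without WT culture replicate 2 and -0.05 without KD xenograft replicate 1.

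**Figure D4:**
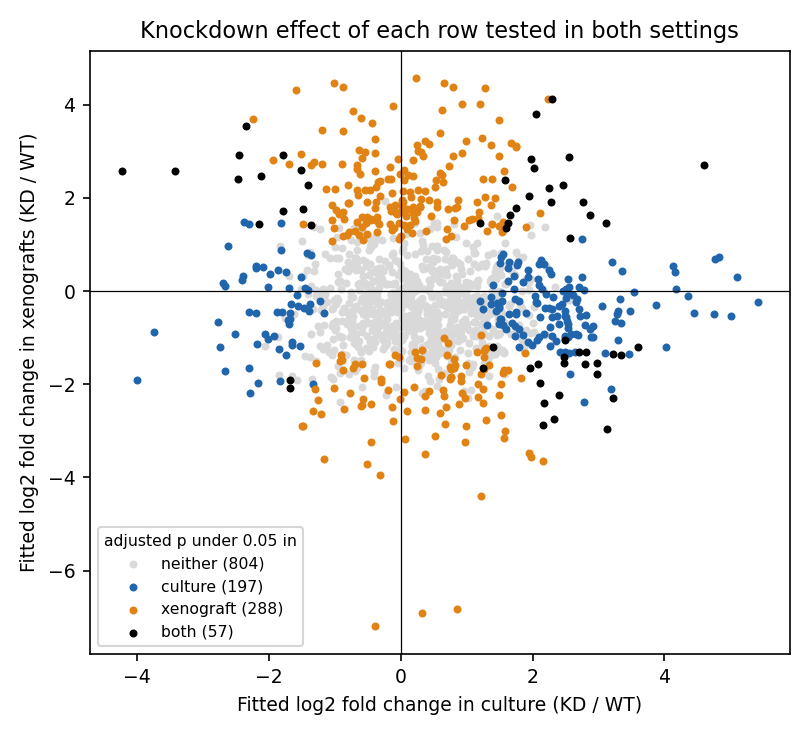
Fitted log2 fold change of KD over WT in xenografts (y axis) against that in culture (x axis) for the 1346 rows tested in both; colours give where a row was called, and fitted values of rows at 3 reads or fewer in a group are no bounds. The points show no common trend (Pearson r -0.08), and the 57 rows called in both lie in all 4 quadrants.

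Of the 22 rows called the same way in both settings, the 5 with the smallest larger adjusted p were LOC105376088, PITPNA-AS1, LOC107987245, MRPL37 and GAS5-AS1. PITPNA-AS1 (NR_028514.1) rose from 23.8 ± 5.17 to 160.4 ± 22.4 CPM in culture and from 140.0 ± 51.3 to 533.4 ± 188.3 in xenografts (SD, n = 2 each). Its log2 fold changes were 2.76 ± 0.58 and 1.91 ± 0.43 (SE), with adjusted p of 0.00931 and 0.00209 by edgeR. LOC107987245 (XR_001752780.1) rose by 2.46 ± 0.53 in culture and 2.27 ± 0.41 in xenografts on the log2 scale, and MRPL37 (XM_005270920.3) by 3.11 ± 0.73 and 1.47 ± 0.43. LOC105376088 (XR_929948.2) was at least 7.73-fold higher in KD cultures, and rose by 2.70 ± 0.60 on the log2 scale in xenografts. Its bound in culture is 5.28-fold without WT culture replicate 1 and 14.4-fold without WT culture replicate 2. GAS5-AS1 (NR_037605.1) was lower in both settings, with log2 fold changes of -1.69 ± 0.43 and -1.90 ± 0.41. Left-out libraries kept every direction, which was nearly fixed in advance because the groups of these 5 rows did not overlap. MRPL37 in xenografts was at 0.91 without KD xenograft replicate 2. The knockdown effect did not differ detectably between the settings for any of these 5 rows (edgeR interaction, adjusted p from 0.0842 to 0.720), which the choice of rows called the same way in both settings favours.

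The interaction of setting and knockdown was tested in 3272 rows. It was called in 647, of which 253 had a higher and 394 a lower effect in xenografts than in culture (edgeR quasi-likelihood test, adjusted p under 0.05), and 1115 rows had an unadjusted p under 0.05. With DESeq2 size factors, which moved the median of all rows by 0.51 on the log2 scale, 557 rows were called, 344 higher and 213 lower, and 466 of them were among the 647 with the same direction. The split between higher and lower therefore has no direction that holds under both scalings.

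WT xenografts and WT cultures differed in 1359 of 3154 rows tested, 734 higher and 625 lower in xenografts (edgeR quasi-likelihood test, adjusted p under 0.05), with 1562 rows at an unadjusted p under 0.05. Growth in the mouse brain, any mouse reads and the 2 tables are confounded in this comparison.

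Gene lists written before the data were examined were poorly covered by the rows tested. Of 59 MYC targets 9 were tested in culture and 4 in xenografts, and of 62 cell cycle genes 4 and 3. Of 44 photoreceptor genes 6 were tested in culture and none in xenografts, and of 50 apoptosis genes 3 and none. Of 40 glia genes 1 was tested in each setting, and of 43 microglia and vessel genes 1 in culture and 2 in xenografts. Within 1 Mb of HLX the annotation holds 42 genes, 12 of which have a row, and 2 rows were tested in each setting. The 9 list tests run gave adjusted p from 0.559 to 0.922 by camera, so no list passed. None passed by fry (0.0920 to 0.381) or with an estimated correlation (0.832 to 0.930) either. This depended on the fewest tested rows a list needed. With at least 5, the minimum run first, 2 lists in culture were tested, and the photoreceptor list had an adjusted p of 0.0420 by fry and 0.386 by camera; with at least 2, chosen after both had been seen, it had 0.0920 by fry and 0.559 by camera. In culture the MYC target rows had a median log2 change of -0.66, with 3 rows called over all rows tested, all 3 lower, and 4 when adjusted over the list alone. This median rests on WT culture replicate 2, without which it was 0.18. The photoreceptor rows had a median of 0.68 with 5 of 6 higher and no call, adjusted over the list alone or over all. It was 0.37 without WT culture replicate 2 and 0.41 without KD culture replicate 2. The cell cycle rows had medians of 0.66 in culture, with 4 of 4 higher and no call, and -0.74 in xenografts, with 1 higher and 2 lower. The 1 call there was the row that rose, against the median: ECT2 (XM_006713524.3), named after its values were seen, had a log2 fold change of 4.61 ± 0.41 (SE) and an adjusted p of 5.21e-07 by edgeR. Camera and fry gave this list the direction higher. The apoptosis rows in culture had a median of -0.28, with 1 of 3 called, a fall, which was 0.67 without WT culture replicate 1, -0.99 without WT culture replicate 2 and -0.16 without KD culture replicate 2. The MYC target rows in xenografts had a median of 0.45, with 1 of 4 called, a rise, which was 0.09 without KD xenograft replicate 2 and 0.24 without WT xenograft replicate 1. The microglia and vessel rows in xenografts had a median of 2.07, over 1 row that rose and 1 that fell, with the rise called. The HLX neighbourhood rows had medians of 0.41 in culture and -1.15 in xenografts, with none called over all rows tested and 1 in culture adjusted over the list alone. The culture value was 0.62 without WT culture replicate 1 and 0.26 without WT culture replicate 2. Adjusted over the list alone, the apoptosis list in culture and the MYC target, cell cycle and microglia and vessel lists in xenografts kept their 1 call each. The single microglia and vessel row tested in culture rose by 1.52 on the log2 scale and was called, and the single glia rows were at 0.13 in culture and 0.10 in xenografts, not called.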

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

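DESeq2 size factors were an alternative fixed in advance, but their use as a test of the interaction, and the comparison of the share of reads aligned to more than 1 place, were chosen only after the result was seen, while the thinning test was added after seeing the data but before its own result was seen.

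The knockdown effect differed between culture and xenograft in 647 rows by the edgeR interaction test. Unequal depth was tested by thinning all 8 libraries to the smallest. Of the 370 called rows that could still be tested, 52.4% were called again in the same direction, which argues against depth as the whole cause, although the other called rows could no longer be tested and the bar set beforehand was only 1 in 5. With DESeq2 size factors 72.0% of the 647 were called again in the same direction, so most calls did not depend on the choice between these 2 scalings. Scaling by all reads was not run for the interaction. The median of all 3272 rows was -0.80 with TMM and -0.29 with DESeq2 size factors, so neither fit was centred. Scaling is therefore not excluded as a cause. The split between higher and lower effects is less firm than the calls. Lower effects were the majority with TMM (253 higher and 394 lower), without a filter (108 and 532) and with limma-voom (295 and 355). Higher effects were the majority with DESeq2 size factors (344 higher and 213 lower), the DESeq2 test (341 and 178), at least 10 reads in every library (124 and 81) and after thinning (123 and 97). RNA of the mouse host in the tumours, and a knockdown that acts differently in the brain, stay open and were not told apart by these tests.

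Of the rows named by the rule set in advance, 10 were among the 647. The adjusted p of the difference was 0.00164 for OXNAD1, 0.00945 for RORA-AS1, 0.00265 for ERO1B and 0.00351 for LOC102724364, rows chosen for their change in culture. It was 0.0228 for FLJ42627, 0.00773 for LOC105375450, 0.0447 for LOC105375401, 0.0154 for C7orf34, 0.0148 for LOC107986257 and 0.0145 for RFPL1, rows chosen for their change in xenografts (all by the edgeR interaction test). These rows were selected because they changed strongly in one setting, and all 10 have a group with 3 reads or fewer, so a difference between settings is favoured by the selection. Of the rows named after their values were seen, ECT2 (adjusted p 0.00123) and ZBTB20-AS1 (0.0173) were also among the 647. Both were called higher in KD xenografts, where neither has a group with 3 reads or fewer, so low counts in the xenografts do not account for these 2. The difference also rests on their counts in culture, which were not checked, so low counts there stay open. ECT2 was named because it was called there, and ZBTB20-AS1 because it is among the most abundant rows opposite to the neuron list. No separate explanation was tested for any of these rows.

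Reads aligned to more than 1 place lie outside the rows compared in the report. They made up 50.9% ± 1.29 of all reads in KD xenografts against 39.2% ± 1.26 in WT xenografts (SD, n = 2 each), so the groups did not overlap, which 2 libraries against 2 do by chance in 33.3% of cases. In culture the KD libraries had the lower share, 35.2% ± 0.603 against 41.3% ± 3.99. The authors' deposited table, in which this row was tested like a transcript, gives it a log2 fold change of 1.02 in xenografts with an adjusted p of 0.0343, and of 0.17 in culture with an adjusted p of 0.844. The culture value has the opposite sign to the change in share, so that test is not one of the share of all reads. One candidate explanation is more mouse RNA in the KD tumours, since reads of another species may align less specifically. If so, WT xenografts, which should hold some mouse RNA, would be expected above WT cultures, but their mean share was lower by 2.15 percentage points (a difference of -2.15), less than the SD of the WT cultures. WT tumours may hold too little host RNA to show, so this and a difference in the RNA of the tumour cells cannot be told apart. Differences in library quality or ribosomal RNA content were not tested.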

How the results depend on the processing

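Requiring at least 10 reads in every library lowered every count of calls by more than 1.5 times: to 179 in culture, 340 in xenografts, 205 for the interaction and 351 for WT xenografts against WT cultures. Fewer rows were tested in each, 1549, 629, 540 and 1466, and the filter removes rows with no reads in a group. In the xenografts 222 of the 340 were also called in the original 539; the cause of the other calls was not tested.

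The 2 alternatives chosen after seeing the data moved counts as well. Thinning every library to the smallest of its table gave 301 calls in culture among 1991 rows, 295 of them shared with the original 671 and in the same direction. Scaling by all reads gave 958 calls in xenografts with the majority lower, as reported. In the xenografts thinning gave 435 calls, 284 higher and 151 lower. Directions of individual calls held: among rows called both ways, none changed direction under any of these settings. Requiring a call both ways favours this result.

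The other alternatives kept each total of calls within 1.5 times of its original. Leaving aside the fit with replicate number, given further on, in culture they gave 490 (DESeq2 test) to 729 (all reads), in xenografts 381 (DESeq2 test) to 538 (a log2 change of at least 1), for the interaction 519 (DESeq2 test) to 650 (limma-voom), and for WT xenografts against WT cultures 1019 (DESeq2 test) to 1359 (a log2 change of at least 1). Without a filter 397 of the 501 culture calls and 391 of the 499 xenograft calls were in the original sets. The xenograft split of 385 higher and 154 lower moved more than the total. It was 336 and 45 with the DESeq2 test and 390 and 85 with limma-voom. Without a filter it was 332 and 167, and with all 8 libraries in 1 fit 281 and 181.

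The correlation of the knockdown effects moved to -0.14 over rows called in culture and to -0.13 without a filter; the cause was not tested. It ranged from -0.15 to -0.0083 across the 8 fits that each left out 1 library, so its sign was kept while its size rests on single xenograft libraries.

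All libraries come from 1 line, and the labels do not say what a replicate number shares, so the number was not taken as a pairing. Deviations of same-numbered libraries from their group means correlated at -0.07 in culture and 0.02 in xenografts. With the replicate block 718 rows were called in culture, 567 in xenografts, 540 for the interaction (203 higher and 337 lower) and 1226 for WT xenografts against WT cultures, and the correlation was -0.08.

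Leaving out 1 library leaves an arm with 1 sample, so only directions were compared. Calls kept their direction in 99.2% to 100% of rows in the 4 comparisons. The selection of called rows nearly fixed this outcome, so it is little evidence of robustness. Groups did not overlap in 668 of the 671 culture calls and 535 of the 539 xenograft calls. The medians of 2 lists reversed: the MYC targets in culture ranged from -0.85 to 0.18 and reached 0.18 without WT culture replicate 2, and the apoptosis list in culture ranged from -0.99 to 0.67 and reached 0.67 without WT culture replicate 1. The HLX neighbourhood in xenografts ranged from -1.32 to -0.98. No list passed its threshold under fry, an estimated correlation, DESeq2 size factors or the replicate number as a block when adjusted over the 9 tests. With the minimum of 5 tested rows that was run first and fry, the photoreceptor list in culture (median 0.68) passed, with an adjusted p of 0.0420 over 2 tests. Over the alternatives of that list the adjusted p ranged from 0.0420 to 0.832, most of it between tests: fry gave an unadjusted p of 0.0210, camera 0.241 and camera with an estimated correlation 0.352. The number of tests adjusted together moved fry from 0.0420 to 0.0920. For the rows named, all 99 values under DESeq2 size factors, the DESeq2 test and the fit with replicate number kept their direction and their side of the threshold; MYC was an exception without the filter, where its adjusted p was 0.0570 by edgeR. HLX, and MYC in xenografts, have no value under the alternatives that use the filter, and the same holds for lists with fewer than 2 tested rows and for lnc-HLX-2-7.

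Depth limits both settings. KD xenografts had 104127 and 112971 assigned reads, so a fall to 0 reads there bounds a change at no more than 2.56-fold for the rows named. In the simulated data 38.7% of changes of 2 on the log2 scale were called in culture and 75% in xenografts, among the changed rows that passed the filter, so rows not called are not shown to be unchanged.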

Other observations

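The tests of ambiguous reads, of the antisense share, and of ribosomal protein rows against MYC, and the use of the split after thinning as the measure of depth in culture, were chosen only after the result was seen, and the remaining tests were set after a first fit of the planned comparisons but before their own result was seen. The neuron, glia, and microglia and vessel lists for opposite rows were written after the top xenograft rows had been seen.

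Few reads were assigned to transcripts, and rows named as antisense held more reads than the rows of the genes they are named after. Among 475 genes with a row for both the gene and its antisense transcript (-AS1), the antisense row had more reads in 306. The antisense rows held 91.2% of the reads of these pairs, 240206 against 23281. Ambiguous reads reached at most 1.47% of uniquely aligned reads, which argues against reads lost between isoforms as the cause of the low assigned share. They were many beside the assigned reads, with 911287 against 1630602 in WT culture replicate 1. In KD xenograft replicate 1 they were 56360 against 112971. The share therefore does not bear on whether such losses favoured the antisense rows. A candidate explanation is that reads were counted on the strand opposite to the transcripts. NM rows whose gene overlaps an exon on the other strand (2861 rows) had a mean of 127.1 reads, against 27.98 for the other 4370 rows, a ratio of 4.54 where 2 was set as the minimum, with medians of 9 and 4. Reads from introns or unannotated regions, counted on the transcribed strand, stay open as a source of the unassigned reads: the antisense share restates the pattern and does not bear on them, so the 2 cannot be told apart for those reads. If the strand was reversed, the row of a gene may report on what is transcribed opposite to it, and rows without an opposite partner on residual reads. No biological explanation was tested.

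More rows fell than rose in KD cultures, MYC among them. After every library was thinned to the smallest, 181 of 301 calls were lower, or 60.1 per 100 calls, which argues against lower depth of the KD libraries as the whole cause of the excess of falls. A candidate explanation under opposite-strand counting is that the WT cultures kept more reads of the transcribed strand of abundant genes. In 45 pairs whose antisense row had at least 5 times the reads of the gene's row, the gene's row fell further in 31, with a median difference of -0.73 on the log2 scale (exact two-sided sign test across pairs, p = 0.0161; pairs are not independent replicates). Rows of abundant small RNAs held 3977 and 2769 CPM of assigned reads in WT cultures, with PARP2 left out of the total, against 312 and 343 in KD cultures. In the xenografts they held 187 to 418. The sums cover 10 rows in the cultures and 7 in the xenografts, so culture and xenograft values are not over the same rows.

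MYC fell with the ribosomal protein rows, which may have the same technical origin. Their fitted median was -2.18, and 60.5% of them fell at least as far as MYC, or 18 of 38 with the rows at 3 or fewer reads set to their bound. Ribosomal protein genes are also targets of MYC, so a lower MYC expression in KD cells could lower both. The 2 cannot be told apart here because MYC lies inside the range of these rows. The fall was not limited to ribosomal protein rows. Rows of housekeeping genes held 2024 and 1692 CPM of assigned reads in WT cultures, with PARP2 left out of the total. In KD cultures they held 488 and 595, in WT xenografts 398 and 565, and in KD xenografts 828 and 853. On this scale all ribosomal protein rows held 5590.5 and 4391.2 in WT cultures and 1195.6 and 1298.1 in KD cultures. They held 1424.9 and 1421.9 in WT xenografts and 1296.8 and 1624.6 in KD xenografts. The lower level was thus also seen without the knockdown, in WT xenografts. Cultures and xenografts were not summed over the same rows, and setting and table are confounded. Rows named as antisense showed no such fall, with 1.51e+05 and 1.91e+05 in WT cultures against 1.78e+05 and 1.84e+05 in KD cultures. These sums were not tested.

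More rows rose than fell in KD xenografts. Thinning left 65.3 rises per 100 calls, which argues against depth. With DESeq2 size factors there were 73.7 rises per 100 calls. With libraries scaled by all reads there were 29.5 rises per 100 calls, so the majority of rises may come from the scaling. The 437 calls shared by TMM and all-reads scaling had the same direction. Rows opposite to genes of a hand-written neuron list are a part of the pattern that scaling does not remove. Of 139 listed genes, 10 rows were opposite to one and tested; 1 more, MIR3911, had been seen before the list was written and was left out, a choice made after the result with all 11 rows (median 3.60, above 99.99% of random lists) was known. All 10 were higher and 8 were called. Their median log2 change was 3.51, also with the 1 row at the floor set to its bound, and 2.68 with all-reads scaling, where 8 of 10 were higher. It lay above 100% of 10000 random lists matched on expression. These were drawn from all tested rows, so neuron genes were not set against other rows opposite to a gene. The list was also written after the top xenograft rows had been seen, which favours a high rank. The 3 most abundant were CNTN4-AS1 (log2 change 3.28), ZBTB20-AS1 (3.42) and DLGAP1-AS5 (0.16). A candidate explanation is RNA of host neurons in the KD tumours, but 5 of the 10 rows were also tested in culture, where no host cell is present, and a neuronal programme in the tumour cells was not tested.

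For other host cells too few rows were tested to decide. No tested row (0) lay opposite to the 40 glia genes, and 1 lay opposite to the 43 microglia and vessel genes. This was ACTA2-AS1, which rose by 2.08 on the log2 scale and was called (adjusted p 0.00227 by edgeR). Of the 2 rows of microglia and vessel genes themselves tested in xenografts, 1 rose and was called and 1 fell. The 1 such row tested in culture, where no host cell is present, also rose and was called. No gene was on more than 1 list. As a broader test of mouse RNA, rows that rise with knockdown were compared with other rows for their ratio of WT xenograft to WT culture. Their median was 0.21 against 0.43, a difference of -0.22, so the predicted excess was not seen. The test shares the WT xenograft libraries with the selection of the rows, which lowers this value, so mouse RNA cannot be told apart from other causes by it.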
